A study of Schizosaccharomyces pombe with 32 samples.

How the data were processed

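Poly(A)-selected RNA from Schizosaccharomyces pombe (fission yeast) cultures in exponential growth was sequenced from a wild-type strain, a strain lacking pht1, and 9 strains in which the pht1 locus carries the H2A.Z coding sequence of another species. pht1 encodes the H2A.Z histone variant of fission yeast. Every group had 3 libraries except the A. godoyi strain, which had 2, giving 32 libraries in 11 groups. Groups and replicate numbers came from the sample titles. The replicates are independent colonies of one strain, per the labels. The library kit was directional, per the labels' protocols.

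The deposited tables give estimated counts per feature, per the file headers, with feature length and effective length beside them. The column layout is that of the kallisto quantifier, per the file headers, but the program, its version, the genome build, the annotation and the use of strand are not stated. Each table lists 7279 features, and 9.57% of the values were not whole numbers. The counts were rounded to whole numbers before testing. Each table also holds features for the introduced H2A.Z sequences. Feature lengths lay nearer the spliced than the unspliced length in 71.5% of the 1349 coding genes with at least 3 exons in the reference. Of the feature IDs, 6862 matched a gene of assembly ASM294v3, which was used only for gene names, biotypes, chromosomes, GC content and neighbours. No coordinates are given, since the tables name no build. The subtelomeric list takes its members from positions in that assembly.

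The estimated counts summed to 6.03 to 9.17 M per library (median 7.22 M), and ribosomal RNA features held 1.29% to 4.73% of them. A count of 0 allows up to 3 counts, which sets the floor used for bounds on fold changes. Such bounds cover counting error only, since the reads carry no molecular identifiers. They set the mean of the group above the floor against the floor, so single libraries can lie below the bound.

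Differences were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) in one fit of all 32 libraries, with TMM normalization and no covariate. filterByExpr kept 6191 features, and 1088 fell below the filter. A feature was called at a Benjamini-Hochberg adjusted p under 0.05 over all features tested. Contrasts were the deletion and each replacement strain against wild type (10 contrasts), each replacement strain against the deletion (9 contrasts), and an F test over the 9 replacement strains. The common dispersion was 0.0312, a biological coefficient of variation of 0.177. Values are CPM after TMM scaling, as mean ± SD. The SE given with a log2 fold change is its absolute value divided by the square root of the F of its test. It was not estimated directly and is approximate, above all for features near the floor.

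The deletion score of a library is the slope, through the origin, of its log2 CPM minus the wild-type mean on the deletion mean minus the wild-type mean. It is taken over the features called in the deletion other than pht1, with a prior count of 2. The wild-type mean scores 0 and the deletion mean scores 1 by construction. Scores were compared by exact two-sided permutation tests. Because all contrasts against wild type share the same 3 libraries, groups with known means were simulated against shared controls, in 5 draws for each of 3 cases.

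Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 8 sets and 10 contrasts, with fry and an estimated correlation as alternatives. The sets were 1077 non-coding, 125 subtelomeric, 12 Tf2 retrotransposon, 131 ribosomal protein, 16 stress, 8 meiotic, 9 histone and 14 H2A.Z pathway features. Subtelomeric means within 100 kb of an end of chromosome I or II.

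The features named in the text followed a rule. Always named were pht1, ade6, spt6, swr1, hta1, hta2 and htb1. From the deletion came the 5 largest rises and the 5 largest falls among called features whose libraries did not overlap between the groups. From each replacement strain against wild type came the largest rise and the largest fall by the same rule, pht1 left out of all these rankings, and from the F test the 3 features with the smallest p. The groups, the design, the gene sets, this rule and most other settings were fixed before the data were examined.

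Settings tried as fixed in advance were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter, fits of only the 2 groups compared, counts thinned to the smallest library total, a replicate block, each library left out in turn, another prior count, a 2-fold minimum change and cross-fitted scores. Chosen after seeing the data were a per-library loess correction for feature length and GC content, a fit of 31 libraries without P. marinus replicate 3, full feature length in place of effective length, an F test of the 8 strains other than P. marinus, equal numbers of libraries in the distances between libraries and groups, and some pairings of planned settings with further results. Neither correction nor library removal entered the report's main values.

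The procedure was tested on simulated data drawn from the real means, library sizes and dispersions, with 200 features changed 2-fold in 11 draws. On average 71.4% of the changed features were called. False calls made up 5.75% of all calls on average, and 3.45% to 12.2% in single draws. With a length trend added to each library, 61.6% were called and the false share ran from 0% to 33.8% between draws. With the length and GC correction, 70.8% were called and the false share ran from 2.16% to 5.63%. The largest remaining slope on log2 length was then 0.018, against 0.425 before correction.

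Of the features selected by the rule for naming, 2 non-coding ones are described in the report without their identifiers. A result for 1 further feature is not reported here.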

Results

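The dataset measured poly(A) RNA in 32 fission yeast libraries from 11 strains. The wild type, the pht1 deletion and 8 replacement strains had 3 libraries each, and the A. godoyi replacement strain had 2. Each replacement strain carries one foreign H2A.Z sequence at the pht1 locus, labelled Tetrahymena, H. sapiens, A. thaliana, A. godoyi, Choanocystis, P. marinus, P. yezoensis, C. membranifera or T. globosa. The series asks how variation in the H2A.Z sequence affects its function. Estimated counts summed to 6.03 to 9.17 M per library (median 7.22 M). Beside pht1, the labels give other differences between groups. The wild type lacks the hygromycin marker carried by all 10 other strains, and the deletion carries another ade6 allele than all other strains.

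The targeted gene, pht1 (SPBC11B10.10c, chromosome II), was measured first. It had 883 to 993 counts in the 3 wild-type libraries, or 147.5 ± 10.5 CPM (SD, n = 3). It had 0 counts in each of the other 29 libraries, at least 281-fold lower. All 10 groups without pht1 therefore matched their labels at this gene.

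Each introduced sequence was compared with pht1 in wild type as CPM per kb of effective length. pht1 had 130 ± 9.01 (SD, n = 3). The P. marinus sequence reached 43 ± 3.34 (SD, n = 3), 3.03-fold below pht1. Next came P. yezoensis at 25 ± 4.63 (SD, n = 3), A. godoyi at 22.1 ± 2.4 (SD, n = 2), C. membranifera at 21.3 ± 4.34 (SD, n = 3) and T. globosa at 20.8 ± 9.77 (SD, n = 3). Lower levels were found for A. thaliana at 11.6 ± 1.74, Choanocystis at 10.6 ± 2.91 and Tetrahymena at 8.62 ± 2.3 (SD, n = 3 each). The H. sapiens sequence had only 2 to 3 counts per library, at the floor, and was below the filter. In libraries of strains without the sequence, 4 of 294 feature and library pairs had any count, and the highest was 2. These pairs include an H. kukwesjijk H2A.Z feature, which no strain of the series carries and which had no counts in any library. Dividing by full feature length, chosen after seeing the data, moved these levels most, 6 of the 9 by more than 1 SD: from 8.92% to 6.6% of pht1 in A. thaliana, from 16.4% to 12.2% in C. membranifera and, relatively least, from 33.0% to 27.9% in P. marinus. The introduced features are 387 to 573 bases long and the pht1 feature 1266, and whether each introduced feature matches the whole transcript made from its construct was not measured. The levels are therefore comparable only to that extent.

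**Figure D1:**
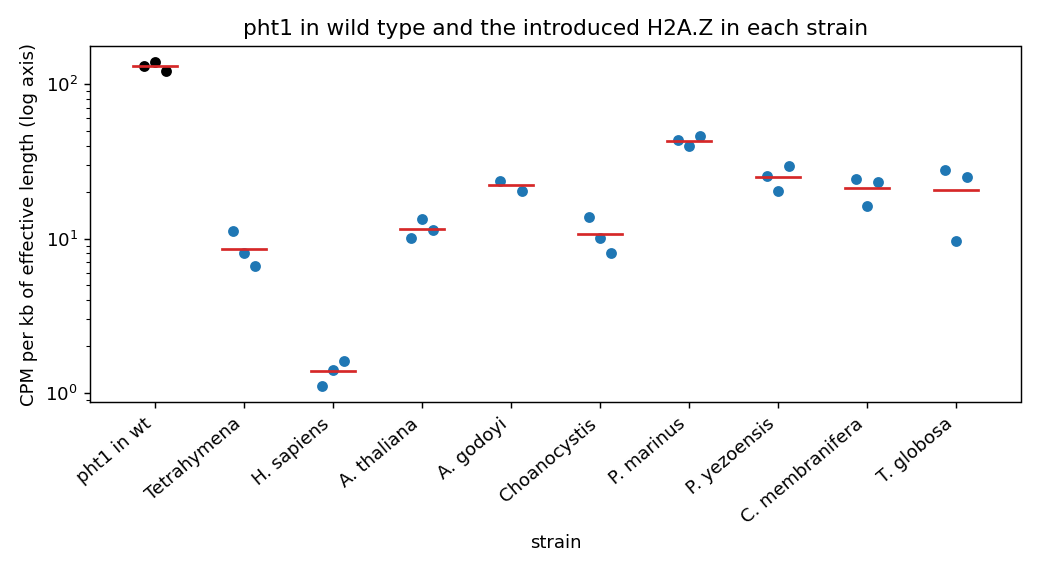
Level of pht1 in wild type and of the introduced H2A.Z sequence in each replacement strain, as CPM per kb of effective length on a log axis. Each point is a library and each red line the mean of a group; pht1 averaged 130 and the highest introduced sequence, P. marinus, averaged 43.

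Loss of pht1 was compared with wild type. edgeR's quasi-likelihood test called 1281 of 6191 features, 641 higher and 640 lower, and 425 of them changed at least 2-fold, 282 higher and 143 lower. The length and GC correction, chosen after seeing the data, moved this count most among the settings that kept all libraries, to 1747. Leaving out pht1 deletion replicate 1 gave 831 calls, and leaving out wild-type replicate 1 gave 839. The largest rises included gdt1 (SPAC186.05c, chromosome I), with a log2 fold change of 6.25 (SE 1.01, adjusted p 6.91e-05). It ranged from 5.91 to 52.1 CPM in the deletion and reached 0.687 CPM in wild type. SPAC186.06 was at least 3.25-fold higher, SPBCPT2R1.05c at least 2.99-fold, a non-coding feature at least 2.39-fold and SPNCRNA.121 at least 1.55-fold, since wild type was at the floor for each. The non-coding feature with the 2.39-fold bound was no longer called without wild-type replicate 1, 2 or 3 or deletion replicate 2 (adjusted p 0.0613 to 0.0714), and SPNCRNA.121 without wild-type replicate 1 (adjusted p 0.052). Beside pht1, the largest falls were SPAPJ695.02, at a log2 fold change of -2.96 (SE 0.41), SPAC1039.02 at -2.67 (SE 0.26) and dph4 at -2.54 (SE 0.26), all on chromosome I. SPAC186.03 followed at -2.50 (SE 0.66) and another non-coding feature at -2.37 (SE 0.40). Their adjusted p ranged from 6.55e-08 to 0.00809. Of the features named here, SPAC186.03, gdt1 and SPAC186.06 lie in a subtelomeric region with near-identical copies, so their counts are uncertain. The non-coding features are uncertain where they overlap other genes, since the use of strand is not stated.

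Each replacement strain was then compared with wild type by the same test. The number of features called was 1051 in A. godoyi, 1581 in Tetrahymena, 1672 in H. sapiens, 1796 in A. thaliana, 1828 in P. marinus, 2143 in C. membranifera, 2405 in P. yezoensis, 2424 in Choanocystis and 3128 in T. globosa. The share of higher calls lay between 48.7% and 53.3%. Among calls of at least 2-fold it was less even, from 248 higher of 575 in A. thaliana to 412 of 671 in P. marinus. The P. marinus count moved most with processing, to 390 in a fit of only the 2 groups. Leaving out Choanocystis replicate 3 brought the Choanocystis count to 1601. Among the largest rises were the strains' own introduced sequences in 7 of the 9 strains, at least 5.82-fold (A. thaliana) to at least 34.8-fold (P. marinus) above the wild-type floor. In the other strains the largest rises were the non-coding feature with the 2.39-fold bound in the deletion, in Tetrahymena (at least 5.64-fold) and SPRRNA.55 in H. sapiens (at least 24.9-fold), and SPRRNA.55 lost its call without any 1 of the wild-type libraries or H. sapiens replicate 3 (adjusted p 0.0546 to 0.0592). Beside pht1, the largest falls were prl28 in P. yezoensis, C. membranifera and T. globosa (at least 24.9-fold, 20.4-fold and 25.9-fold lower), and Tf2-13 in H. sapiens and P. marinus (at least 41.8-fold and 37.4-fold lower). In Tetrahymena it was SPRRNA.38, at least 5.41-fold lower. The log2 fold change of the largest fall beside pht1 was -3.76 (SE 0.32) for SPAC1039.02 in A. godoyi, -4.24 (SE 0.31) for cdd1 in Choanocystis and -5.14 (SE 0.90) for SPAC186.03 in A. thaliana. These bounds rest on group means: SPRRNA.55 had 18 to 171 counts in the H. sapiens libraries, and prl28 had 27 to 115 in wild type. Tf2-13 and the ribosomal RNA features have near-identical copies, so how their reads were divided is uncertain.

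The same strains were compared with the deletion, the comparison that removes the difference in marker but not that in the ade6 allele. A. godoyi had 13 calls, Tetrahymena 41, H. sapiens 240, P. marinus 327, A. thaliana 678, C. membranifera 1571, Choanocystis 1833, P. yezoensis 1900 and T. globosa 3161. These counts depended on single libraries. Choanocystis fell to 93 calls without its replicate 3 and had 2663 without its replicate 1. A. thaliana had 41 without its replicate 2, and C. membranifera 736 without its replicate 3. P. yezoensis had 910 without its replicate 1. Without deletion replicate 3, A. godoyi had 0, Tetrahymena 7, H. sapiens 42 and P. marinus 122. At an unadjusted p under 0.05, A. godoyi had 526 features with all libraries and 391 without deletion replicate 3. In a fit of only the 2 groups, the H. sapiens count rose to 1360 and the P. marinus count fell to 1.

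**Figure D2:**
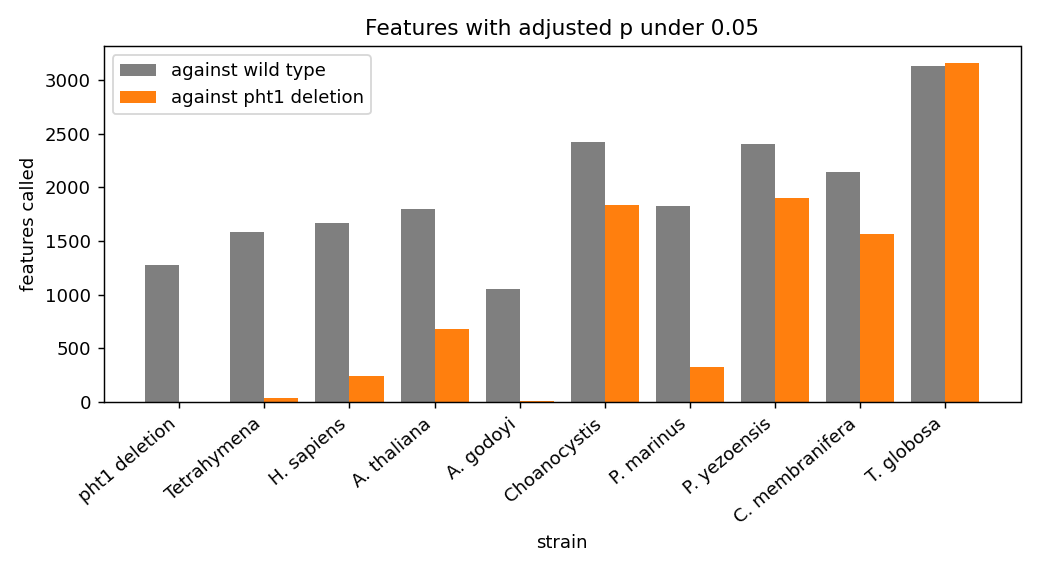
Number of features with an adjusted p under 0.05 in edgeR's quasi-likelihood test, against wild type (gray) and against the pht1 deletion (orange), for each strain. Against wild type the counts run from 1051 to 3128, and against the deletion from 13 to 3161.

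Differences among the 9 replacement strains were tested without either reference strain. The F test called 625 features. Leaving out P. marinus replicate 3 raised the count to 3403, and leaving out T. globosa replicate 1 lowered it to 324. Among the smallest p were those of eng1 (SPAC821.09, chromosome I, adjusted p 5.42e-08 in edgeR) and cdt1 (SPBC428.18, chromosome II, adjusted p 4.96e-07). Strain means of eng1 ran from 26.2 ± 2.54 CPM in H. sapiens to 80.3 ± 21.7 CPM in C. membranifera, against 66.8 ± 2.1 CPM in wild type and 42.3 ± 8.92 CPM in the deletion (SD, n = 3 each). Those of cdt1 ran from 10.2 ± 0.4 CPM in A. thaliana to 30.96 ± 2.5 CPM in P. marinus, with 23.4 ± 3.32 CPM in wild type (SD, n = 3 each). The eng1 means fell in a low block, up to 30.3 CPM in A. thaliana, and a high block, from 67.45 CPM in T. globosa. P. marinus, P. yezoensis, C. membranifera and T. globosa formed the high block. In cdt1 they were also higher, from 17.6 ± 2.87 CPM (T. globosa), against up to 16.3 ± 1.59 CPM (Tetrahymena). They are the last strains in sample order, so an effect of sequence cannot be told apart from other differences between the blocks.

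The deletion score placed each library between wild type at 0 and the deletion at 1. Strain means were 0.846 ± 0.062 in A. thaliana, 0.876 ± 0.027 in C. membranifera, 0.877 ± 0.024 in P. yezoensis, 0.882 ± 0.031 in T. globosa and 0.895 ± 0.056 in H. sapiens (SD, n = 3 each). Choanocystis scored 0.901 ± 0.042, Tetrahymena 0.937 ± 0.049 and P. marinus 1.022 ± 0.18 (SD, n = 3 each), and A. godoyi 0.94 ± 0.075 (SD, n = 2). P. marinus replicate 3 scored 0.816, and the mean without it was 1.125. The length and GC correction moved the T. globosa score most, to 0.958. No strain library overlapped the wild-type libraries, which ran from -0.075 to 0.071. The exact two-sided permutation test gave p = 0.1 for each strain of 3 libraries against wild type, and p = 0.2 for A. godoyi, the smallest p these designs allow. Against the deletion, 6 strains reached 0.1, while exact tests gave p = 0.4 for Tetrahymena, 0.6 for A. godoyi and 0.9 for P. marinus. Against shared controls, simulated strains with the wild-type means scored 0.057 to 0.11, and simulated strains with the deletion means 0.89 to 0.942. The deletion libraries, which define the score, ran from 0.954 to 1.073, above all of these. A p of 0.1 in the exact test against the deletion can therefore arise without any difference from it. Of the strain means, 4 lay inside the range of 0.89 to 0.942, 4 below it and 1 above it. The simulation took the measured means as true and gave 1573 calls in the deletion on average, against 1281 measured. It drew each feature independently, without a trend shared across a library. The range may therefore be too high and too narrow, so a strain below it is not shown to differ from the deletion. The range was simulated without the length and GC correction and without cross-fitting, so scores under those settings cannot be placed against it. After the length and GC correction the lowest strain score was 0.897. Cross-fitting alone also raised the scores of P. yezoensis and T. globosa.

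**Figure D3:**
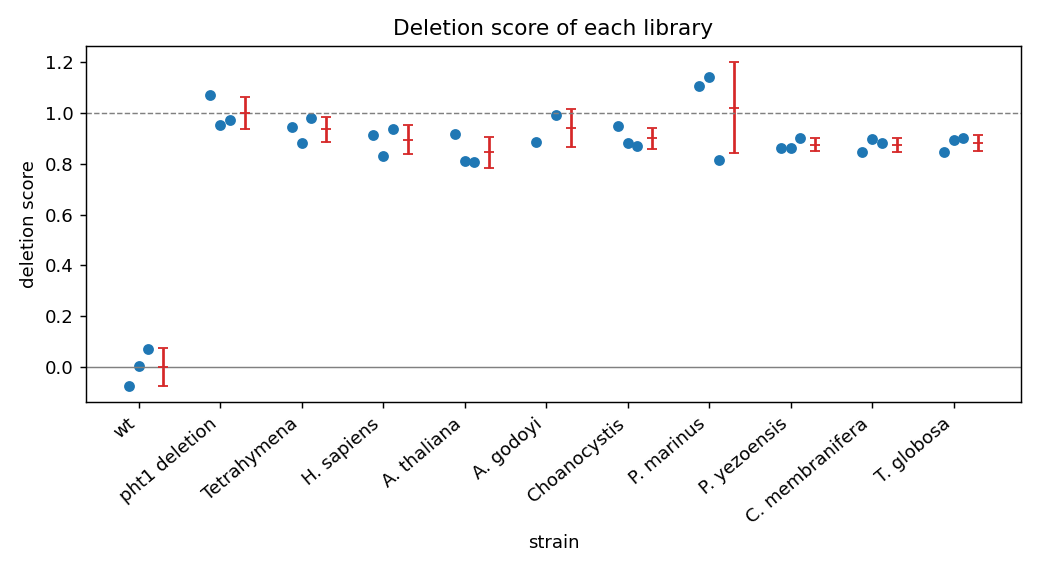
Deletion score of each library (blue points), with the mean and SD of each strain in red; the score has no unit. Wild type is 0 and the deletion 1 by construction; the lowest replacement library scored 0.807 and the highest 1.142.

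The overlap with the deletion was measured over its 1280 called features other than pht1. Between 57.7% (A. godoyi) and 74.8% (P. marinus) were also called in the same direction in a strain. In simulations this share was 0% for strains with the wild-type means and 72.6% for strains with the deletion means, over the larger number of calls of the simulated deletion (1573 on average). The correlation of log2 fold changes with the deletion, across genes, ran from 0.555 in T. globosa to 0.795 in Tetrahymena. Genes are not independent replicates, and the 3 shared wild-type libraries alone gave 0.501 (0.409 to 0.606) in simulated groups with no difference. With the deletion changed and the strains equal to wild type, simulation gave 0.238 (0.168 to 0.319), below every strain. Simulated strains equal to the deletion gave 0.903. When the wild-type libraries were divided between the contrasts, the mean correlation was 0.406 to 0.621. Without the filter on low counts the Tetrahymena correlation fell to 0.733. In all 10 contrasts against wild type, 501 features were called in the same direction, 231 higher and 270 lower. Simulated strains with the wild-type means gave 0 such features and strains with the deletion means 626, in simulations with 1573 calls in the deletion on average, more than the 1281 measured.

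Gene sets fixed in advance were tested against wild type in 80 tests. camera with a preset correlation gave an adjusted p under 0.05 in 11, fry in 2 and camera with an estimated correlation in 0, where no unadjusted p was under 0.05 (smallest 0.0929). The 11 were lower ribosomal protein genes in 7 contrasts and higher non-coding features in 4. Only the fall of ribosomal protein genes in Tetrahymena held under both camera (adjusted p 1.39e-09) and fry (adjusted p 0.0295). Its median log2 fold change was -0.58 over 131 genes, with 42 called over all features and 53 adjusted over the list alone. Under fry alone, meiotic genes were lower in C. membranifera, with a median of -0.77 over 8 genes (adjusted p 0.026) and 3 called, also 3 adjusted over the list alone. Non-coding features had a median of 0.42 in the deletion, or 0.40 with the 34 features at the floor in a group set to their bound. Of these, 250 were called higher and 51 lower, with 344 called adjusted over the list alone. The camera adjusted p was 2.09e-08, the fry adjusted p 0.0605 and the p with an estimated correlation 0.959 after adjustment. In the deletion, subtelomeric features had a median of 0.29, or 0.24 with bounds, with 45 called (49 adjusted over the list alone). Tf2 elements had a median of -0.49 with 1 called (0 adjusted over the list alone), stress genes 0.24 with 2 called (1), histone genes 0.18 with 1 called (2) and H2A.Z pathway genes -0.28 with 4 called (5). None of these 5 had an adjusted camera p under 0.05 in the deletion. DESeq2 size factors and the length and GC correction kept the sign of each of these medians.

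The remaining genes named in advance were compared in the deletion and wild type with edgeR. spt6 was lower, at a log2 fold change of -0.49 (SE 0.17, adjusted p 0.0454), and it was not called without deletion replicate 1 or 2 or wild-type replicate 1 or 2 (adjusted p 0.0885 to 0.132), or without the filter on low counts (adjusted p 0.0519). It was called against wild type in 0 of 9 replacement strains (1 at an unadjusted p under 0.05), and in 7 after the length and GC correction. htb1 changed by 0.39 (SE 0.14, adjusted p 0.0502) in the deletion and was called in 8 of 9 replacement strains. ade6, hta1, hta2 and swr1 changed by -0.09, 0.047, 0.062 and -0.024 (adjusted p 0.784 to 0.946). The sign of hta1, hta2 and swr1 in the deletion depended on single libraries. Without wild-type replicate 3 the hta1 and hta2 values were -0.13 and -0.12, and without deletion replicate 2 the swr1 value was 0.058. In T. globosa against wild type, edgeR called ade6 (0.631, adjusted p 0.00592), swr1 (0.512, adjusted p 0.00862) and hta2 (-0.4, adjusted p 0.0427), but not hta1. None of these genes was called in the remaining replacement strains.

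Changes by expression level and by chromosome were described. In the lowest quartile of expression, the library means of the median log2 fold change were 0.15 ± 0.064 in the deletion, 0.14 ± 0.25 in P. marinus and -0.12 ± 0.061 in C. membranifera (SD, n = 3 each). Single wild-type libraries ran from -0.108 to 0.163 and overlapped the deletion libraries, at 0.092 to 0.219. Without replicate 3, at -0.142, the P. marinus mean was 0.28. The length and GC correction brought the deletion value to 0.072. The median over a whole chromosome moved by at most 0.077 in any library, whereas an extra copy in a haploid would add 1. In windows of 100 neighbouring features, medians relative to the library's median window ran from -0.27 to 0.32. The last window of chromosome I, with only 53 features, was the lowest window in 25 of the 26 replacement libraries and reached -0.69 in P. yezoensis replicate 1. Of the deletion libraries it was the lowest only in replicate 1 (-0.271), with 0.197 in replicate 2 and -0.142 in replicate 3. Of the wild-type libraries it was the lowest only in replicate 3 (-0.116).

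The libraries were compared with their own groups. The mean squared log2 difference to the mean of its sister libraries was smaller than that to any other group in 15 of 32 libraries. A group's own mean rests on 1 library fewer, which enlarges this distance. With equal numbers of libraries, chosen after seeing the data, it was smallest in 22 of 32. P. marinus replicate 3 lay at 0.877 from its sister libraries and at 0.145 from the nearest other group, T. globosa, and all 10 other groups were nearer than its own. Pearson correlations between log2 values of replicate pairs ran from 0.921 to 0.989, and no pair agreed within sampling noise (31 pairs).

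**Figure D4:**
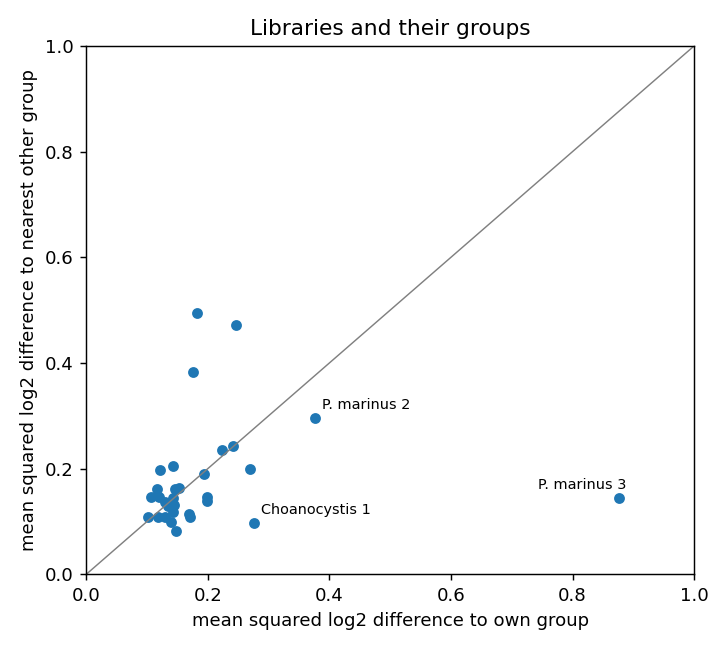
Mean squared difference in log2 CPM from each library to its own group's other libraries (x axis) and to the nearest other group (y axis). Points below the diagonal are nearer to another group; P. marinus replicate 3 lies at 0.877 and 0.145.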

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

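The tests in this part were chosen after the ura4 counts had been seen. All strains are labelled with the ura4-D18 allele, and ura4 entered no comparison of the report.

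ura4 reads were found in libraries whose genotype should give none. Wild-type replicate 2 had 16 counts and C. membranifera replicate 3 had 6, both above the 3 counts that a count of 0 allows. The other libraries had at most 2, and 24 of the 32 had 0. These 24 argue against a retained part of the gene in the allele, which would give reads in every library. Carry-over from another library of the series would need a library with many more ura4 reads, and the highest count elsewhere was 6. Material from outside the series, such as a culture or library with an intact ura4, may be the source in wild-type replicate 2 and was not tested. For C. membranifera replicate 3, material with both ura4 and pht1 intact could have brought pht1 reads, and 0 were found, but so few would come with 6 ura4 counts that this source cannot be told apart from others. No biological explanation was tested, since the design gives none within a strain.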

How the results depend on the processing

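The length and GC correction, the 31-library fit, full feature length and equal numbers of libraries were chosen after seeing the data; the other settings were fixed in advance, though not for every result they are given for. Counts below are features called, and unless a cause is named, the cause was not tested.

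All 10 counts against wild type stayed within 1.5 times their value under DESeq2 size factors, the DESeq2 Wald test, no filter, thinning and the length and GC correction. In fits of only the 2 groups, P. marinus against wild type fell from 1828 to 390.

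Counts against the deletion moved more. In fits of only the 2 groups they were 1360 in H. sapiens, 1 in P. marinus, 2897 in P. yezoensis, 2 in A. godoyi, 2172 in A. thaliana, 2428 in C. membranifera and 341 in Tetrahymena. The DESeq2 Wald test gave 44 in A. godoyi, 141 in Tetrahymena and 425 in H. sapiens. The length and GC correction gave 492 in H. sapiens, 664 in P. marinus and 193 in Tetrahymena. A. godoyi had 6 with no filter and 6 after thinning, which leaves fewer counts. In the 31-library fit without P. marinus replicate 3, A. godoyi had 26, A. thaliana 1756, H. sapiens 924, Tetrahymena 279 and the F test 3403. An F test of the 8 other strains, added after these values, rose from 476 to 1524 although their libraries stayed the same, and the common dispersion fell from 0.0312 to 0.0211, so the spread of that 1 library in the shared estimate held counts down. For all 9 strains the changed P. marinus mean can add to the rise.

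With a replicate block, A. godoyi had 5 and Tetrahymena 18 calls against the deletion. The numbers do not pair the libraries: deviations of 155 same-number pairs had a median correlation of -0.012, with 45 over 0.1, against 0.008 for 310 other pairs. The other 20 results of the design kept their side of the 1.5-fold or 1 SD limit under the block.

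Fits that each left out 1 library gave these ranges against the deletion: A. godoyi 0 to 16 (deletion libraries only, since its own would leave 1), A. thaliana 41 to 727, C. membranifera 736 to 1347, Choanocystis 93 to 2663, H. sapiens 42 to 148, P. marinus 122 to 506, P. yezoensis 910 to 1465 and Tetrahymena 7 to 57. Against wild type, the deletion ranged from 831 to 1131 and Choanocystis from 1601 to 2713, and the F test from 324 to 3403. A fit with fewer libraries has less power, so counts below the full one partly follow from the setting. The log2 fold change in the deletion changed sign among these fits for hta1 (-0.131 to 0.138), hta2 (-0.135 to 0.238) and swr1 (-0.124 to 0.058), and for swr1 under the length and GC correction (0.071).

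Deletion scores rose under the length and GC correction, to 0.930 in C. membranifera, 0.965 in Choanocystis, 0.934 in P. yezoensis and 0.958 in T. globosa, and under cross-fitting to 0.911 in P. yezoensis and 0.927 in T. globosa. The other scores moved by less than 1 SD. Lowest-quartile medians were 0 with no filter in A. thaliana, C. membranifera, P. yezoensis and T. globosa and 0.064 in the deletion, since features with few counts then enter. Under the length and GC correction they were 0.055 in Choanocystis, -0.007 in P. yezoensis, 0.072 in the deletion and 0.015 in T. globosa, and with DESeq2 size factors -0.132 in P. yezoensis. The largest chromosome median was 0.052 with DESeq2 size factors. Of 80 set tests, 11 passed with camera, 2 with fry and 0 with an estimated correlation.

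Of single features and secondary values, the DESeq2 Wald test weakened 6 and strengthened 1. The 6 it weakened were features at the floor in wild type, whose fitted fold changes rest on few counts. The length and GC correction moved 14, strengthened 1 and reversed 1. The 31-library fit moved 6 and strengthened 1, no filter moved 4 and weakened 1, and the replicate block moved 1 and weakened 1. Full feature length moved 6, and DESeq2 size factors in edgeR moved 1. Fits that each left out 1 library weakened 13, strengthened 2 and reversed 6. The share of higher calls moved by at most 9 points between TMM and DESeq2 size factors. Depth limits features near 3 counts per library, the H. sapiens sequence among them.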

Other observations

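In this part, these tests were chosen only after the result was seen: those on labels and mixture, the order of the counts against the deletion, the shares of non-coding features in the replacement strains, the level of the introduced sequence, features that set wild type apart, the correction applied to T. globosa counts, the total of P. marinus replicate 3, and all tests of length and GC bias on the first component. Of these, the ones on sums of squares were added after the correlation had been computed.

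All 9 replacement strains scored near the deletion. The wild-type libraries shared by both comparisons do not account for this. Simulated strains with the wild-type means scored at most 0.11 against shared controls, and unchanged strains at most 0.123 in the test of the procedure. A length and GC trend does not account for it either, since the lowest strain score after the correction was 0.897. Swapped labels are argued against by the introduced sequences, of which no library of another strain had more than 2 counts, and by the absence of pht1 counts outside wild type. The H. sapiens libraries are an exception, since their own sequence had only 2 to 3 counts. The level of the introduced transcript may limit its function. Across the 9 strains, level and score had a Pearson r of 0.593 (exact two-sided permutation p 0.099) and a Spearman rho of 0.15 (exact p 0.71; adjusted p 0.099 and 0.71 over 5 relations). Without the 2 strains farthest from the median level, r was -0.125, so the relation rested on them. Because every strain lay below pht1, a threshold above all of them cannot be told apart from an effect of sequence. A second open explanation is the wild-type strain itself: 501 features set it apart from all 10 other groups, while any other group was set apart by 0 or 1. Loss of pht1, the missing marker and a different culture or isolate predict the same count, so they cannot be told apart here.

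Counts against the deletion ranged widely between strains. Depth does not explain the order, which was the same for all 9 strains after thinning to the smallest library total (Spearman rho 1 with the counts of all reads; T. globosa 2992). Nor is the length and GC trend, as far as the correction captures it, the whole cause, since the order after its correction was nearly the same (rho 0.983; T. globosa 2720). It may be part of it: the correction raised 5 counts, among them Tetrahymena from 41 to 193, H. sapiens from 240 to 492 and P. marinus from 327 to 664, and lowered 3. The slope of log2 values on feature length was -0.186 to -0.104 in the deletion libraries. It was -0.194 to -0.063 in A. godoyi, with the fewest calls, and 0.06 to 0.352 in T. globosa, with the most. In P. marinus it ran from -0.304 to 0.243. The low count of A. godoyi could come from its 2 libraries: leaving 1 library out of another strain gave as few as 9 calls, in Tetrahymena. With 2 of those 24 fits at or under the A. godoyi count, its low number of libraries and a smaller effect cannot be told apart.

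P. marinus replicate 3 stood apart from its group and decided several counts. A swapped label is argued against by its 151 counts of the P. marinus sequence, and a mixture with wild type or a strain whose sequence is above the floor by at most 2 counts of pht1 or of those sequences. The deletion and H. sapiens would bring no visible sequence, so blends of its sister libraries with each were computed. Other libraries lay at most 0.376 from their own group. The nearest blend with the deletion, at any share, lay at 0.695. For H. sapiens the level of the P. marinus sequence allows a share up to 0.68, even if that level varied 2.88-fold as in the most variable strain, and the nearest such blend lay at 0.465. After the length and GC correction these values were 0.255, 0.466 and 0.299, so neither mixture accounts for the distance. Its total of 7.42 M lay within the range of the other libraries. The length and GC correction lowered its distance to its sister libraries from 0.877 to 0.509, and 9 other groups were still nearer than its own (nearest P. yezoensis, 0.126; 8 groups with equal numbers of libraries), so this trend may be part of the cause and is not all of it. A second change in that colony, or a difference in culture, was not tested.

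The first principal component (36.1% of variance) varied within groups. Its within-group part followed the slope of each library's log2 values on feature length (Pearson r 0.991, Spearman rho 0.991, permutation p 1e-05 each, adjusted 2.5e-05, the smallest p that 100000 resamples give being 1e-05; r 0.987 without the 2 farthest libraries). Over all 32 libraries, with differences between groups kept, r was 0.949. Both measures come from the same values, which limits what this relation shows. The slope also followed the mean fragment length implied by the effective lengths within groups (r 0.674, permutation p 9e-05, adjusted 0.00015; rho 0.592, p 0.00038, adjusted 0.00063; r 0.634 without the 2 farthest). These are 5 relations in one family. Fragment size at library preparation may therefore contribute to the spread. Along the component, the length and GC correction removed 71.1% of the within-group sum of squares, so the trend fits as the larger part of this spread. Over all features it removed 18.9%, from 16490 to 13370, and the component holds only 30.7% of that sum. The largest absolute slope on length fell from 0.352 to 0.025, yet a sum of 1467, from 5068, remained along the component. These values argue against the trend, as far as the correction captures it, as the whole cause of the spread. Which other sources make up the rest cannot be told apart. No biological source of spread within groups was tested.

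Non-coding features were mostly higher in the deletion: 83.1% of those called were higher. After the length and GC correction the share was 76.7%, so the trend does not account for it. Low expression does not either: among called coding features of the lowest quartile, 42.1% were higher, against 78.4% of non-coding features in that quartile (Fisher's exact test, two-sided, p 1e-11, across genes, which are not independent replicates). Reads of overlapping or antisense genes remain an open technical source, because the use of strand in counting is not stated. The replacement strains, which also lack pht1, had shares from 51.1% in P. yezoensis, 51.4% in T. globosa and 54.7% in C. membranifera to 77.6% in A. godoyi and 80.2% in P. marinus. After the correction these shares were 55.8%, 57.2%, 56.8%, 73.1% and 74.9%. The low shares came mainly with more lower calls: 218 higher and 206 lower in T. globosa, against 250 and 51 in the deletion. P. yezoensis had 178 and 170, and C. membranifera 188 and 156. The excess of higher over lower calls was thus not shared by all strains, although all had many higher calls (171 to 332). An effect of pht1 loss on non-coding transcription is therefore only a hypothesis; whether some introduced sequences offset it was not tested.

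Iron uptake genes were higher outside wild type. fio1, fip1 and str3 were noticed first, with 10 of 10 contrasts called higher each. A list of 4 further members, frp1, str1, str2 and shu1, was written before their values were seen. Of their 40 calls possible, 35 were higher and 0 lower. str2 had 6 of 10 and shu1 9 of 10, and shu1 had at most 3 counts in wild-type libraries. All 10 contrasts share the same 3 wild-type libraries, so they are not 10 independent tests. A lower iron-uptake programme in the wild-type cultures is a candidate explanation, and one due to the loss of pht1 is another; the design does not separate them.

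Other splits of the libraries were fitted with only the 2 groups compared. For 16 of the 17 comparisons of 3 against 3 libraries, 1 of the 10 splits, the real one, gave as many calls, the smallest share this design allows. For P. marinus against the deletion it was 2 of 10, with 1 call in the real split. For the F test, 4 of 100 groupings, the real one included, gave at least 625 calls, and the highest other gave 1827.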
